A study of Homo sapiens with 32 samples. Its data were reported in "A human lung alveolus-on-a-chip model of acute radiation-induced lung injury" (2023).

How the data were processed

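The samples are 32 lysates of primary human lung cells grown in a 2-channel chip, with alveolar epithelium in 1 channel and lung microvascular endothelium, perfused with blood mononuclear cells, in the other. Labels give the tissue, the dose (0 or 16 Gy), the time (6 h or 7 d) and a replicate number from 1 to 4, which makes 8 groups of 4 libraries. The authors sequenced poly(A) RNA as paired reads, trimmed them with Trimmomatic, aligned them to GRCh38 with STAR and counted reads that hit a single gene with featureCounts. The deposited files hold raw counts, 1 count per gene and library, with no normalization by the authors. The annotation release and the strandedness are not stated, so the counts of genes that overlap another are uncertain. That applies to many of the named genes, among them TOP2A, HMMR, KIF20A, PLK1, TGFB1, HSPA6 and EDNRB. It is repeated below only for MDM2. For 2 endothelium samples at 0 Gy (replicate 1 at 6 h and at 7 d) a cell-line label names epithelial cells, while the title and the cell type name endothelium. They were kept as endothelium.

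The 57500 gene identifiers of the files were used as they stand, and 56410 were given a symbol from a reference table. Totals ran from 20653001 to 28772510 counts, so a gene at 1 CPM (counts scaled to the library total) rests on more than 20 counts in each library. Where all libraries of a group held at most 3 counts of a gene, its fold change is given as a bound. Libraries of a group were checked for copies: the chi-square statistic per gene between any pair of replicates was at least 5.04.

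Each radiation response (16 Gy against 0 Gy within a tissue and time, 4 against 4 libraries) was fitted with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM factors and Benjamini-Hochberg adjustment. Genes were tested that had at least 3 counts in at least 20% of the libraries of either group. A gene was called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 0.5, which are the limits the authors used. The differences between responses, between tissues at each time and between times in each tissue, were tested as interaction terms on 16 libraries with the same limits. Genes called in both tissues were compared with the number expected from independent calls by a hypergeometric test, which takes genes as independent. CPM are scaled by library totals without TMM factors.

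The genes named are those that the study lists for a tissue and time, the p53 targets CDKN1A and MDM2, and up to 5 genes per direction with the largest change among called genes with a mean log2 CPM of at least 0 (3 per direction for the differences). For a radiation response these were taken only from genes whose libraries lay fully apart between the doses in CPM. Markers of cell types, and genes named with a pattern they were chosen for, fall outside that rule and were picked by name or after their values were seen. For the study's lists a count is also given with the adjustment over the list alone.

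The 24 gene lists, written from general knowledge, were used in 2 ways, and 6 of their genes were not matched to the files. The 13 sets (mitosis, E2F and DNA replication, p53 targets, interferon response, NF-κB, heat shock, NRF2, integrated stress response, ribosomal proteins, and pan-leukocyte, epithelial, endothelial and mesenchymal genes) were tested with camera of limma 3.58.1 at a correlation of 0.01 between genes and an adjusted p of 0.05. The collections of gene sets used by the authors were not used here. The 14 lists of cell types and transcript classes (airway epithelium, alveolar type 1 and type 2, B, T and NK cells, myeloid cells, plasma cells and immunoglobulins, platelets and erythroid cells, mitochondrial transcripts, replication-dependent histones, and again pan-leukocyte, epithelial and endothelial genes) were scored per library as the mean log2 of CPM plus 0.5. Doses were compared by an exact permutation test over all 70 assignments, whose smallest p is 0.0286.

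Principal components were taken from log2 CPM (prior count 2) of 28333 genes. The comparisons, limits, lists, naming rule and most alternatives were set before the data were examined. The alternatives were DESeq2 size factors, library totals alone, the Wald test of DESeq2 1.42.0, filterByExpr, no filter, all 32 libraries in 1 fit, a block for the replicate number, a leukocyte score as covariate, Bonferroni adjustment, looser limits, thinning to the smallest total, the fry test, camera with an estimated correlation, other forms of the scores, and leaving out each library in turn. An endothelial score as covariate, the replicate block within dose, and removal of trends with GC content and gene length (20 bins, genes with a mean of at least 10 counts) were added after the data had been seen.

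The methods were tested on simulated data. Of 200 genes changed among 21907, 196 were called by edgeR for the epithelium at 6 h, with 3 unchanged genes called, and 198 by DESeq2, with 12. For the endothelium at 7 d 188 of 200 were called among 23243 genes (3 unchanged), for the difference between tissues at 6 h 176 among 23343 (3 unchanged), and for the difference between times in the endothelium 163 among 24159 (1 unchanged). A raised set had a camera p of 4.31e-126 and an unchanged one 0.0771. These values hold for the changes and sets that were simulated. They show that the methods recover such changes. They do not give the sensitivity for small changes, scarce genes or sets of correlated genes in the real libraries. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. Donor traits, sequence variants and sex-linked genes were left out.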

Results

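Transcripts were counted in 32 libraries from a microfluidic model of the human lung alveolus, in which alveolar epithelium facing air and lung microvascular endothelium perfused with blood mononuclear cells grow on opposite sides of a membrane. The cells of each channel were lysed separately, 6 h or 7 d after 16 Gy of gamma radiation or a 0 Gy sham exposure, which gives 8 groups of 4 libraries. Totals ran from 20653001 counts (irradiated epithelium at 6 h, replicate 1) to 28772510 (unirradiated endothelium at 7 d, replicate 3). The group means differed little, from 22596167 in the irradiated epithelium at 6 h to 25990117 in the unirradiated endothelium at 7 d. Between 21915 and 25125 of the 57500 genes had at least 1 count in a library.

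Tissue and time separated the libraries more than dose did. In a principal component analysis of 28333 genes, the first component held 42.3% of the variance and the second 9.69%. Tissue accounted for 51% of the variance of the first component and 37.3% of that of the second, while dose accounted for 8.98% and 11.0%. Within each tissue at 7 d the doses lay apart along the first component, which held 34.5% of the variance in the epithelium and 54.7% in the endothelium. At 6 h the doses overlapped along the first component in both tissues and lay apart along the second, which held 17.5% in the epithelium and 11.3% in the endothelium.

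**Figure D1:**
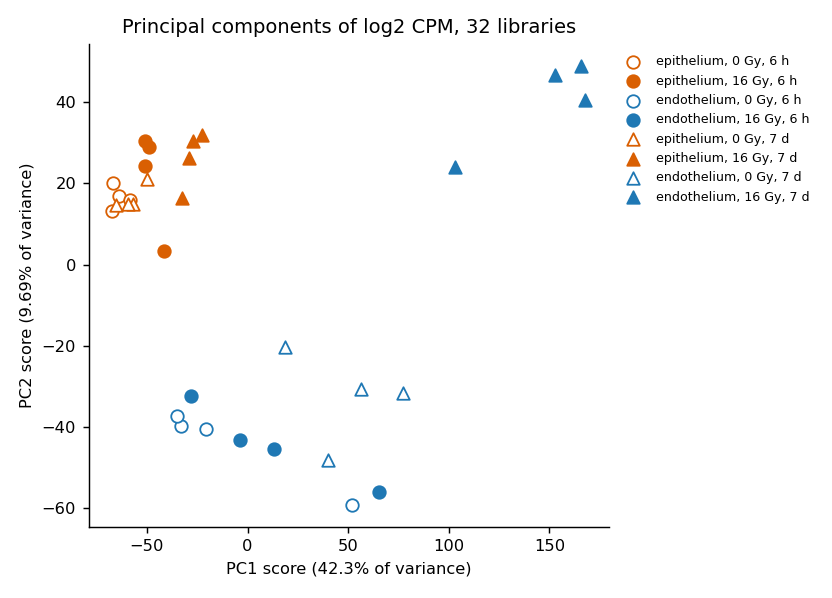
The first 2 principal components of log2 CPM, each axis labelled with its percent of the variance. Each point is 1 library of the 32, with tissue, dose and time given by colour and symbol.

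The libraries of the endothelial channel held epithelial transcripts at nearly the level of the epithelial channel. EPCAM stood at 219 ± 12.5 CPM (counts scaled to the library total; mean ± SD, n = 4 libraries, as throughout) in the unirradiated epithelium at 6 h and at 215 ± 28.5 in the unirradiated endothelium. The median ratio of 30 epithelial marker genes, endothelium over epithelium at the same dose and time, was 0.836 ± 0.0851 at 0 Gy and 6 h, 0.817 ± 0.0916 at 16 Gy and 6 h, 0.750 ± 0.0416 at 0 Gy and 7 d and 0.501 ± 0.119 at 16 Gy and 7 d. Endothelial transcripts were higher in the endothelial channel and varied between its libraries: VWF averaged 373 ± 699 CPM in the unirradiated endothelium at 6 h, against 3.11 ± 3.06 in the epithelium. The 32 genes of the endothelial list took 0.139 ± 0.214% of the counts there and 0.513 ± 0.196% in the irradiated endothelium at 7 d. All 16 endothelium libraries had a larger share of mitochondrial transcripts (1.44% to 2.29%) than any epithelium library (0.497% to 1.00%). Every comparison of the endothelium is one of lysates that held transcripts of both cell types. Of the transcripts of alveolar cells, SFTPC and NKX2-1 stayed at or below 0.0502 CPM in the mean of every group, and AGER at or below 0.822. In the unirradiated epithelium at 6 h AQP5 stood at 2.65 and SFTPB at 1.91 CPM, and 8 of the 14 genes of the alveolar type 1 list, which took 0.147% of the counts, reached 1 CPM.

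**Figure D2:**
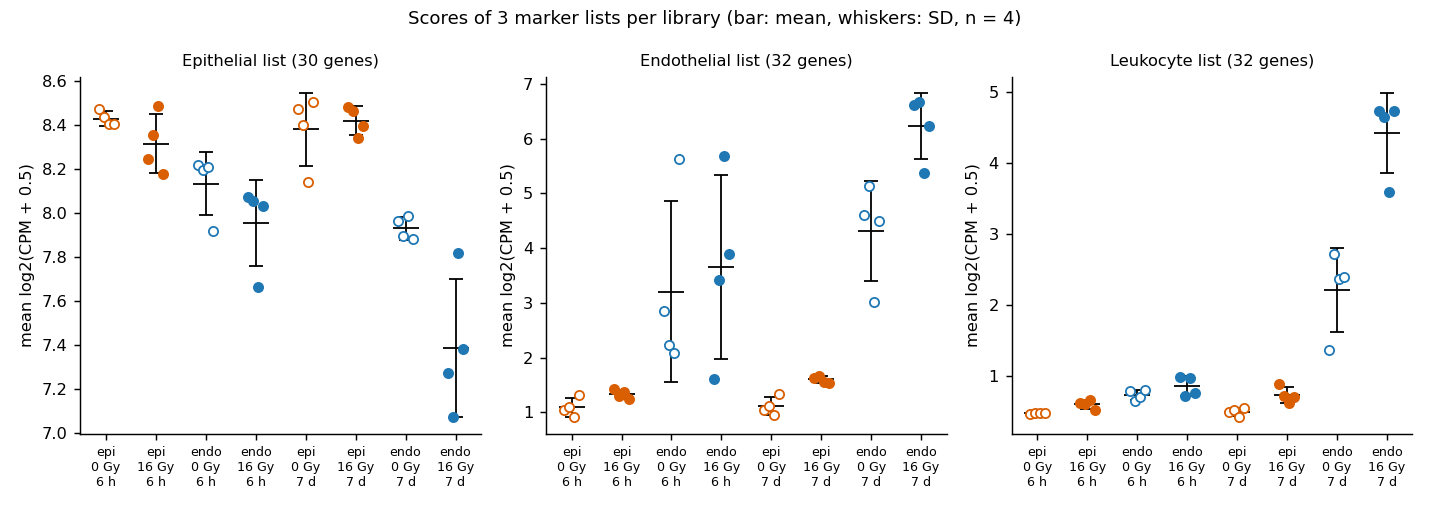
Scores of the epithelial, endothelial and leukocyte lists on the vertical axis, as the mean log2(CPM + 0.5) of the list in a library. Each point is 1 library, grouped along the horizontal axis by tissue, dose and time, with the mean and SD of 4 libraries in black.

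In the epithelium at 6 h, 39 of 23374 genes passed an adjusted p of 0.01 and an absolute log2 fold change of 0.5 (edgeR), of which 1 was higher and 38 were lower after 16 Gy. All 39 are protein-coding. At an adjusted p of 0.05 with no minimum change there were 95. Mitotic genes were among the called genes above 1 CPM with the strongest falls. KIF20A went from 32.1 ± 3.09 to 7.43 ± 3.11 CPM (log2 fold change −2.15, SE 0.212, adjusted p 0.00101), PLK1 from 54.1 ± 3.24 to 14.1 ± 6.79 (−1.98, adjusted p 0.00242) and ASPM from 36.5 ± 4.27 to 11.0 ± 2.69 (−1.76, adjusted p 0.000227). NEURL1B fell by 1.83 on the log2 scale, more than ASPM, and PSRC1 by 1.70. The rise was that of SERPINE2, from 9.07 ± 1.07 to 17.5 ± 1.08 CPM (0.91, adjusted p 0.00269). Replicate 2 of the irradiated epithelium carried much of this count: without it 3 genes were called, and of the 8 called genes named here or in the next paragraphs all but ASPM lost their call with little change in size (KIF20A −2.12, PLK1 −1.93, TOP2A −1.29, HMMR −1.61, PSRC1 −1.71, NEURL1B −1.86, SERPINE2 0.87). The calls of PLK1, NEURL1B and SERPINE2 were also lost without replicate 1 of the irradiated group and without any of the 4 unirradiated libraries. Without replicate 3 of the irradiated group there were 88 called genes. Apart from leaving out libraries, Bonferroni adjustment moved the count most, to 5 genes, followed by a leukocyte covariate, with 275.

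In the endothelium at 6 h, 50 of 22845 genes passed the same limits (edgeR), all of them lower after 16 Gy, and 88 passed an adjusted p of 0.05 with no minimum change. KIF20A fell from 55.9 ± 6.73 to 11.3 ± 0.599 CPM (log2 fold change −2.33, SE 0.1, adjusted p 1.9e-05) and PLK1 from 95.6 ± 16.2 to 25.5 ± 3.08 (−1.93, adjusted p 0.000248). PSRC1 (−1.87, adjusted p 0.000325), ASPM (−1.73, adjusted p 0.000248) and KIF14 (−1.65, adjusted p 0.000801) followed. The count was 21 without replicate 4 of the irradiated endothelium and 65 without replicate 4 of the unirradiated endothelium, and Bonferroni adjustment gave 17 and DESeq2 130.

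The genes lowered at 6 h were largely shared: 33 genes were called in both tissues and 56 in either, and all 33 were lower in both (0.0922 expected if the calls were independent, hypergeometric p 5.28e-87). The number in both tissues was 3 without replicate 2 of the irradiated epithelium and 48 without its replicate 3. Named in the study as radiation-responsive were TOP2A, which fell from 217 ± 14.3 to 89.8 ± 24.5 CPM in the epithelium (−1.31, adjusted p 0.00111, edgeR) and from 302 ± 24.5 to 129 ± 9.91 in the endothelium (−1.25, adjusted p 0.000248), and HMMR, with −1.60 in each tissue (adjusted p 0.00111 and 0.000401). TOP2A lies on chromosome 17 at 40388516 to 40417950, HMMR on chromosome 5 at 163460203 to 163491945 and KIF20A on chromosome 5 at 138178719 to 138187715. No gene passed the limits in a test of whether the response at 6 h differed between the tissues (0 of 25074, with 657 at an unadjusted p of 0.05, edgeR), so the genes called in only 1 tissue are not shown to respond differently.

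Most other genes that the study lists for 6 h were not called. In the epithelium 2 of the 12 listed genes were called, TOP2A and HMMR, and 2 with the adjustment made over the list alone; the other 10 were E2F1 (0.44, adjusted p 0.0330, edgeR), EGR4 (0.76, adjusted p 0.403), HMOX1 (−0.10, adjusted p 0.939), EDN1 (0.58, adjusted p 0.670), RUNX3 (0.53, adjusted p 0.548), TGFB1 (0.20, adjusted p 0.706), CXCL8 (−0.46, adjusted p 0.590), SCNN1A (−0.47, adjusted p 0.0850), AQP5 (−0.53, adjusted p 0.763) and SFTPB (−0.50, adjusted p 0.839). With the adjustment over the list alone E2F1 (adjusted p 0.000434, edgeR) and SCNN1A (adjusted p 0.00134) missed only the minimum change of 0.5. In the endothelium 2 of 9 were called and 3 over the list alone. P3H2 stood at 0.94 (adjusted p 0.0246), CXCL8 at 0.89 (adjusted p 0.565), HMOX1 at 0.63 (adjusted p 0.499), EDN1 at 0.43 (adjusted p 0.957), PECAM1 at 0.28 (adjusted p 0.962), RUNX3 at 0.19 (adjusted p 0.902) and TGFB1 at 0.15 (adjusted p 0.962). Without replicate 3 of the irradiated endothelium EDN1 (−0.95), PECAM1 (−0.82) and TGFB1 (−0.31) changed sign, as did HMOX1 in the epithelium without replicate 3 of its irradiated group (0.093). Where the study took these genes from the same libraries they are no independent evidence. That leaves out AQP5, SFTPB and HMOX1, whose transcripts were measured there separately. For HMOX1 the study reports, by qPCR as well, a rise in both tissues at this time. The counts used here do not show that rise in the epithelium. In the endothelium the change of HMOX1 was positive but not called.

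The p53 targets CDKN1A and MDM2 rose in the irradiated endothelium at 7 d and not in the epithelium. In the irradiated endothelium at 7 d CDKN1A stood at 651 ± 150 CPM against 205 ± 31.2 (log2 fold change 1.61, SE 0.169, adjusted p 0.000271, edgeR) and MDM2 at 115 ± 32 against 39 ± 2.96 (1.5, SE 0.188, adjusted p 0.000454). In the epithelium the changes were 0.22 and −0.11 at 6 h (adjusted p 0.763 and 0.893) and −0.15 and 0.15 at 7 d (adjusted p 0.499 and 0.380). The 95% intervals there ran from −0.13 to 0.57 (CDKN1A) and −0.42 to 0.20 (MDM2) at 6 h, and from −0.50 to 0.20 and −0.13 to 0.42 at 7 d. The response differed between the tissues at 7 d by 1.79 for CDKN1A (SE 0.246, adjusted p 9.3e-05) and 1.38 for MDM2 (SE 0.236, adjusted p 0.000493). Without replicate 4 of the unirradiated epithelium at 7 d, the change of CDKN1A there was 0.0097. In the endothelium at 6 h neither gene was called, and the libraries spread widely: 281 ± 166 against 159 ± 27.1 CPM for CDKN1A (0.80, adjusted p 0.606) and 63 ± 44.9 against 30.8 ± 6.16 for MDM2 (1.01, adjusted p 0.541). A difference between the tissues was not called there (CDKN1A 0.58, SE 0.405; MDM2 1.12, SE 0.449, unadjusted p 0.0226; adjusted p 1 for each, edgeR). CDKN1A lies on chromosome 6 at 36676460 to 36687339 and MDM2 on chromosome 12 at 68808176 to 68850686, where 4 annotated genes overlap it; the strandedness of the libraries is not stated, so the counts of overlapping genes are uncertain.

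**Figure D3:**
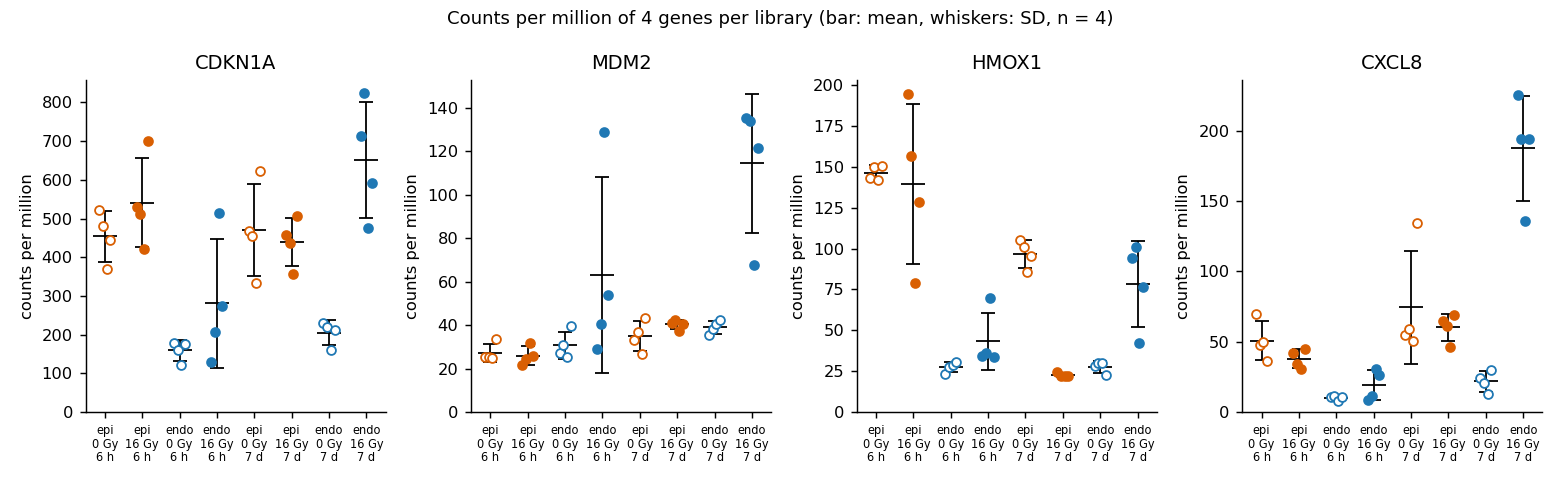
CPM of CDKN1A, MDM2, HMOX1 and CXCL8 on the vertical axis, with tissue, dose and time along the horizontal axis. Each point is 1 library, and the mean and SD of 4 libraries are in black.

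In the epithelium at 7 d, 2248 of 24055 genes were called (edgeR), 1068 higher and 1180 lower after 16 Gy, and 5619 passed an adjusted p of 0.05 with no minimum change. Of the called genes 89.3% are protein-coding. The balance depended on the scaling: with library totals in place of TMM factors, 1301 genes were higher and 926 lower. Bonferroni adjustment moved the count most, to 418, followed by the leukocyte covariate, with 430. Among the called genes that met the naming rule the largest fall was that of the heat-shock gene HSPA6 (chromosome 1 at 161524540 to 161526910), from 344 ± 105 to 6.19 ± 1.88 CPM (−5.84, SE 0.259, adjusted p 2.58e-09). Its pseudogene HSPA7, for which reads shared with HSPA6 make the counts uncertain, fell by 5.50 on the log2 scale. EDNRB went from 7.94 ± 1.90 to 0.279 ± 0.0723 CPM (−4.87, adjusted p 1.67e-08), AKR1C1 fell by 3.0 and SLC6A12 by 2.83, and HMOX1 went from 96.7 ± 8.4 to 22.8 ± 1.19 (−2.14, SE 0.0814, adjusted p 4.75e-10).

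Genes of the interferon response led the rises among the genes named for the epithelium at 7 d. IFNL1 rose from 0.138 ± 0.173 to 3.37 ± 1.67 CPM (4.59, adjusted p 4.5e-05, edgeR), IFNL3 by 4.32 and IFNB1 by 4.25 on the log2 scale (adjusted p 4.66e-06 and 0.000127). IFNL2, with at most 3 counts in every unirradiated library, was at least 13.3-fold higher. IFNL2 and IFNL3 are paralogs, so the split of reads between them is uncertain. CEACAM5 (3.53), EPGN (3.47) and CEACAM6 (3.34) rose too, as did the listed genes ZBP1, from 1.97 ± 0.426 to 7.97 ± 2.11 CPM (1.95, adjusted p 7.55e-06), CCR1 (1.84, adjusted p 3.94e-05) and IL6, from 9.00 ± 2.15 to 23.6 ± 4.59 (1.33, adjusted p 3.46e-05). CXCL8 did not pass (60.3 ± 9.79 against 74.7 ± 40.1, −0.36, adjusted p 0.308), and its change was 0.082 without replicate 4 of the unirradiated epithelium. Of the 10 genes that the study lists for this tissue and time, 9 were called, and 9 over the list alone.

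In the endothelium at 7 d, 3372 of 24995 genes were called (edgeR), 2041 higher and 1331 lower after 16 Gy, 89.6% of them protein-coding, and 7132 passed an adjusted p of 0.05 with no minimum change. Without replicate 3 of the irradiated endothelium the count was 4880, and without its replicate 4 it was 1951. With a covariate for leukocyte transcripts there were 0 (2052 at an unadjusted p of 0.05). LINC01013, CEACAM5 and CLDN14 had at most 3 counts in every unirradiated library and were at least 32.9-fold, 21.7-fold and 19.4-fold higher. CRCT1 rose by 4.93 on the log2 scale (adjusted p 0.000271). ATP12A rose by 4.66 (SE 1.06, adjusted p 0.00729), a call that was lost without replicate 1 of the irradiated group (4.88) and without any of the 4 unirradiated libraries. Among the called genes that met the naming rule CLDN2 had the largest fall (−4.96, adjusted p 0.000608, edgeR). HP went from 43.7 ± 13.9 to 3.03 ± 1.2 CPM (−3.91, adjusted p 0.000111). CHI3L1 (−3.68, adjusted p 0.000274), MYBPC2 (−3.64, adjusted p 0.000197) and STAC2 (−3.55, adjusted p 0.000662) followed.

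Of the 22 genes that the study lists for the endothelium at 7 d, 20 were called, and 22 over the list alone. Cytokine and chemokine genes rose: CXCL8 from 21.8 ± 7.2 to 187 ± 37.3 CPM (3.05, adjusted p 0.000121, edgeR; difference between the tissues 3.45, adjusted p 1.57e-05), IL10 (3.32), CXCR3 (3.15), IL16 (2.74), TRAF1 (2.68), CXCL3 (2.53), CXCL10 (1.72) and IL1B (1.33). IFNL1 rose by 3.21 on the log2 scale, and IFNL2, IFNL3 and IFNB1, at most 3 counts in every unirradiated library, were at least 3.31-fold, 4.70-fold and 6.27-fold higher. PTGS2 (2.35), ATF3 (2.27), EDN1 (2.25, adjusted p 0.00672), OLR1 (2.00) and TGFB1 (1.37, adjusted p 0.00364) rose as well. HMOX1, which fell in the epithelium, rose here from 27.6 ± 3.53 to 78.4 ± 26.3 CPM (1.45, adjusted p 0.00119; difference between the tissues 3.62, adjusted p 6.89e-08), and GPX4 fell from 517 ± 20.4 to 360 ± 30.1 (−0.58, adjusted p 0.000669). SCNN1A (−0.91, adjusted p 0.0140) and CHAC1 (0.57, adjusted p 0.0244) were not called. The calls of EDN1 and TGFB1 were lost without replicate 1 (2.13 and 1.24), 2 (2.17 and 1.29) or 4 (2.24 and 1.39) of the irradiated group or replicate 1 or 4 of the unirradiated group, that of IL10 without replicate 4 of the irradiated group (3.18), and that of IFNL2 in all fits without 1 library except the one without that replicate. SCNN1A was called without replicate 3 of the irradiated group (−1.16).

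At 7 d 664 genes were called in both tissues and 4956 in either (321.6 expected if the calls were independent, hypergeometric p 1.78e-87). Of the 664, 274 were higher in both, 277 were lower in both and 113 went opposite ways, 87 of these lower in the epithelium and higher in the endothelium. The response differed between the tissues for 2414 of 26905 genes (edgeR), 1293 of them with the larger value in the endothelium and 1121 with the larger value in the epithelium, and for 3750 without replicate 3 of the irradiated endothelium. By size, the difference (endothelium minus epithelium) was greatest for EDNRB (6.59, adjusted p 9.05e-05), HSPA6 (6.17, adjusted p 1.66e-08) and HSPA7 (at least 5.39, with at most 3 counts in every unirradiated endothelium library, adjusted p 0.000581) on the positive side. PLIN4 (−3.11, adjusted p 0.000254), INHA (−2.58, adjusted p 0.000509) and ROR2 (−2.58, adjusted p 0.00736) led the negative side. The call of ROR2 was lost in most fits without 1 library (−2.17 without replicate 2 of the irradiated epithelium).

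The response also differed between the time points. In the epithelium the difference, 7 d minus 6 h, passed the limits for 782 of 25611 genes (edgeR), 442 with a positive and 340 with a negative value, and for 1222 without replicate 3 of the irradiated epithelium at 6 h. IFNL1 (at least 5.09, with at most 3 counts in every irradiated library at 6 h, adjusted p 0.00478), INHA (3.22, adjusted p 5.19e-05) and CCBE1 (3.01, adjusted p 1.3e-06) led the positive values, and HSPA7 (−5.67, adjusted p 1.16e-06), HSPA6 (−5.61, adjusted p 5.53e-08) and EDNRB (−4.17, adjusted p 9.07e-06) the negative ones. In the endothelium there were 516 of 26159 genes, 193 positive and 323 negative. That count moved widely between fits, at 200 without replicate 4 and 1626 without replicate 3 of the irradiated endothelium at 7 d, and at 1631 with DESeq2. CRCT1 (6.19, adjusted p 0.00227), POU2AF1 (5.04, adjusted p 0.00431) and SPRR3 (4.88, adjusted p 0.00819) stood at one end, and CLDN2 (−4.78, adjusted p 0.00376), CHI3L1 (−4.23, adjusted p 0.0029) and CLCA2 (−4.22, adjusted p 0.00162) at the other. IFNL1, CRCT1, POU2AF1 and SPRR3 rest on few counts at 6 h, and single libraries removed their calls, except that of CRCT1: IFNL1 without replicate 4 of the unirradiated epithelium at 6 h (4.97 as fitted, against 5.79), POU2AF1 without replicate 2 of the irradiated endothelium at 6 h (4.80) and SPRR3 without replicate 2 of the unirradiated endothelium at 6 h (4.42), among others. CLDN2 was not called without replicate 4 of the irradiated endothelium at 7 d (−4.75) or replicate 1 of the unirradiated endothelium at 6 h (−4.77). CDKN1A and MDM2 were not called in either tissue (adjusted p 0.383 and 0.479 in the epithelium, 0.251 and 0.582 in the endothelium).

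**Figure D4:**
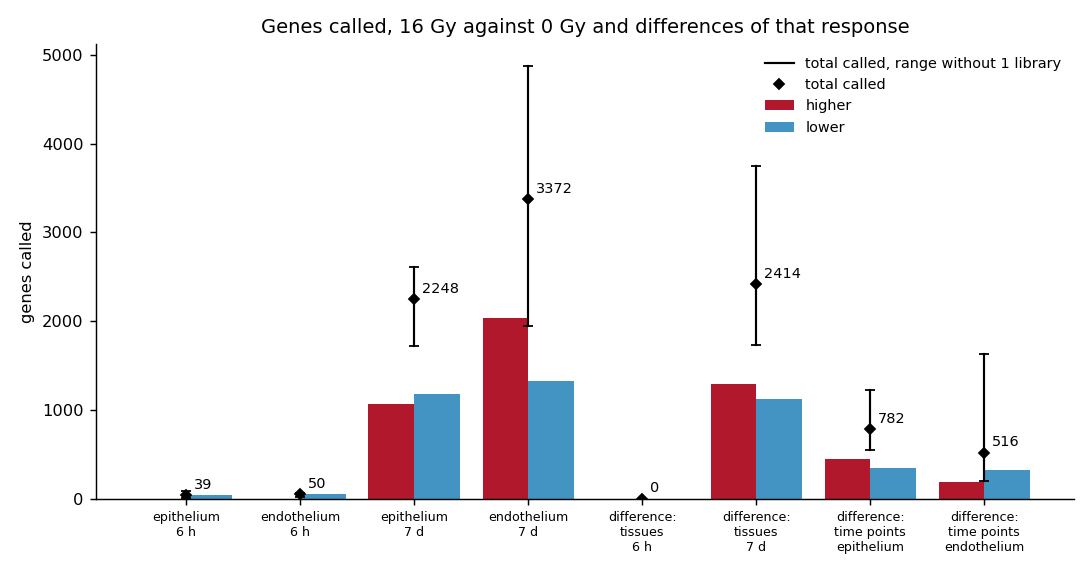
Number of called genes for the 4 radiation responses and the 4 differences between responses. Red bars count genes that were higher and blue bars genes that were lower, diamonds give the total, and vertical lines give the range of the total over the fits that each left out 1 library.

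The mitotic set moved in opposite directions at 6 h and 7 d in the epithelium. At 6 h all 52 mitotic genes were lower in both tissues, with a mean log2 fold change of −1.11 in the epithelium (adjusted p 6.43e-75, camera) and −1.06 in the endothelium (adjusted p 4.08e-93). The E2F and DNA-replication set was slightly higher (0.20, adjusted p 5.19e-10, and 0.28, adjusted p 2.11e-23). At 7 d mitotic genes were higher in the irradiated epithelium (0.73, adjusted p 3.66e-24) along with the E2F set (0.87, adjusted p 1.14e-32), whereas in the endothelium the mitotic set remained lower (−0.59, adjusted p 2.23e-11) and the E2F set did not pass (−0.09, adjusted p 0.103). The p53 targets did not pass in the epithelium (0.01 at 6 h, adjusted p 0.872, and −0.04 at 7 d, adjusted p 0.440) and were higher in the endothelium (0.30 at 6 h, adjusted p 5.53e-05, and 0.90 at 7 d, adjusted p 2.65e-11). Without replicate 3 of the irradiated endothelium the p53 targets at 6 h did not pass (0.11). Differences between tissues or times were not tested for sets.

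Inflammatory and stress sets moved mainly at 7 d. Interferon-response genes were higher in the epithelium (0.83, adjusted p 9.82e-23, camera) and the endothelium (0.61, adjusted p 8.04e-06), after small falls at 6 h (−0.07, adjusted p 0.0740, and −0.06, adjusted p 0.0109, the latter not called without replicate 1, −0.0052, or 3, −0.054, of the irradiated or replicate 2, −0.0026, of the unirradiated endothelium). The NF-κB set was higher in the endothelium at both times (0.40, adjusted p 0.00103, and 1.27, adjusted p 1.08e-11; 0.22 and not called at 6 h without replicate 3 of the irradiated group) and did not pass in the epithelium (−0.01, adjusted p 0.133, and 0.38, adjusted p 0.0623). The epithelium at 7 d had lower values of the heat-shock set (−0.61, adjusted p 0.000137), the NRF2 set (−0.35, adjusted p 0.000337), the integrated stress response (−0.65, adjusted p 7.83e-16) and ribosomal proteins (−0.52, adjusted p 2.98e-22). In the endothelium at 7 d ribosomal proteins (−0.32, adjusted p 7.16e-14) and the NRF2 set (−0.15, adjusted p 0.0445; not called without replicate 3, −0.13, or 4, −0.12, of the irradiated or replicate 1, −0.10, or 2, −0.12, of the unirradiated group) were lower, and heat shock (0.13) and the integrated stress response (0.01) did not pass (adjusted p 0.372 for each). None of the 3 stress sets passed at 6 h, where the smallest adjusted p was 0.269, and ribosomal proteins were called lower in the epithelium (−0.06, adjusted p 0.0138; 0.043 without replicate 3 of the irradiated group, and not called without replicate 2, −0.044, or 3, −0.028, of the unirradiated group) and not in the endothelium (0.03, adjusted p 0.169).

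**Figure D5:**
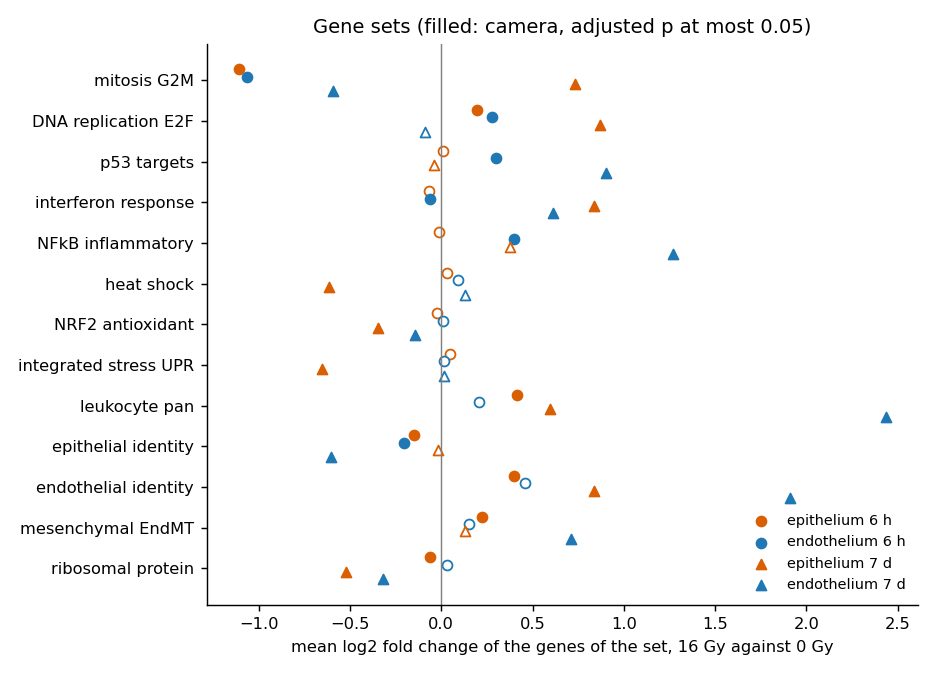
Mean log2 fold change (16 Gy over 0 Gy) of the genes of each of the 13 sets in the 4 radiation responses. Each point is 1 set (vertical axis) in 1 tissue and time, from 4 libraries per dose, and filled points passed an adjusted p of 0.05 (camera).

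Sets of cell-type genes changed most in the endothelium at 7 d: pan-leukocyte genes by 2.44 (adjusted p 2.33e-12, camera), endothelial genes by 1.91 (adjusted p 7.57e-10), mesenchymal genes by 0.71 (adjusted p 0.0131) and epithelial genes by −0.61 (adjusted p 2.04e-09). In the epithelium at 7 d the endothelial (0.84, adjusted p 1.46e-05) and pan-leukocyte sets (0.60, adjusted p 0.0112) passed, from low levels: with the genes at 3 counts or fewer set to their bounds the median of the pan-leukocyte set went from 1.00 to 0.49. At 6 h the epithelium had smaller changes in the endothelial (0.40, adjusted p 0.00141), pan-leukocyte (0.42, adjusted p 0.00177), mesenchymal (0.22, adjusted p 0.0123; 0.12 and not called without replicate 4 of either dose) and epithelial sets (−0.15, adjusted p 4.12e-05), and the endothelium in the epithelial set (−0.21, adjusted p 2.66e-06). Camera was run with a correlation of 0.01 between genes. With fry all 9 calls in the epithelium and all 10 in the endothelium held at 7 d, while at 6 h those of the mitotic and pan-leukocyte sets held in the epithelium and those of the mitotic and E2F sets in the endothelium. With the correlation estimated from the data only the fall of the mitotic set in the endothelium at 6 h held (adjusted p 0.0499).

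Scores per library gave the changes in cell-type transcripts without a model. In the endothelium at 7 d 12 of the 14 lists differed between the doses at the smallest exact permutation p that 4 against 4 libraries allow (0.0286; adjusted p 0.0333 over the 14). The mean log2 scores rose by 2.35 for myeloid cells, 2.29 for T cells, 2.21 for pan-leukocyte genes (4.43 ± 0.558 against 2.21 ± 0.587), 1.91 for the endothelium, 1.65 for NK cells, 1.64 for plasma cells and immunoglobulins, 1.21 for B cells, 0.61 for platelets and erythroid cells, 0.44 for alveolar type 2 and 0.38 for alveolar type 1 cells. They fell by 0.78 for airway epithelium and by 0.54 for epithelial genes. Mitochondrial transcripts (0.30, exact p 0.0857) and replication-dependent histones (0.11, exact p 0.0571) did not differ at 0.05. With 1 library left out only 35 assignments remain and the p steps from 0.0286 to 0.0571, so a lost call says little: without replicate 1 of the unirradiated endothelium 6 lists differed at 0.05, although all 4 irradiated T-cell and pan-leukocyte scores stayed above all unirradiated ones (rises of 2.02 and 1.93). PTPRC went from 17.7 ± 10.2 to 157 ± 67.4 CPM.

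In the other comparisons the scores of leukocyte, endothelial and epithelial genes moved less. Alveolar type 1 genes moved about as much in the epithelium at 7 d (0.40) as in the endothelium (0.38). Mitochondrial transcripts (0.49) and histones (0.21) moved more there than in the endothelium at 7 d (0.30 and 0.11), with an exact p of 0.0571 for each. Histones also moved more at 6 h. In the epithelium at 7 d 7 lists had an exact p of 0.0286 (adjusted p 0.0571): endothelial (0.49), alveolar type 1 (0.40), alveolar type 2 (0.29), myeloid (0.26), pan-leukocyte (0.23), T-cell (0.18) and platelet genes (0.06). At 6 h there were 5 in the epithelium (histones 0.18, T cells 0.14, myeloid cells 0.14, pan-leukocyte genes 0.12 and B cells 0.11, adjusted p 0.08) and 3 in the endothelium (myeloid cells 0.18, histones 0.15 and T cells 0.09, adjusted p 0.133). Leaving out 1 library, with the same coarse steps of p, changed these counts, to 4 in the epithelium at 7 d without replicate 1, 2 or 3 of the irradiated group. At 6 h they fell to 1 in the epithelium without replicate 1 and to 1 in the endothelium without replicate 3 of the unirradiated group.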

Values the study reported

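The study reported 217 differentially expressed genes at 6 h after 16 Gy, of which 85 were shared by the 2 tissues. At 7 d it reported 595 such genes in the epithelium, 1519 in the endothelium and 111 in both tissues.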

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

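The tests of the share of the most abundant genes, of epithelial markers, of falls beyond the epithelial median and of library size were chosen only after the result was seen. Values of single libraries were compared with the other 3 of their group, and differences between responses were tested as interaction terms.

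The radiation response differed between the tissues at 7 d for 2414 genes. The named ones were CDKN1A (1.79), MDM2 (1.38), EDNRB (6.59), HSPA6 (6.17), HSPA7 (at least 5.39, 5.97 as fitted), PLIN4 (−3.11), INHA (−2.58) and ROR2 (−2.58; not called in most fits without 1 library, for example −2.17 without replicate 2 of the irradiated epithelium). Of 60 splits of the same libraries, 1, the real one, gave as many genes, and the next largest gave 26. The other splits mix the doses within a tissue and so remove the dose effect itself. They cannot tell an equal response in both tissues from a different one. Thinning all libraries to the smallest total left 93.7% of the genes called, and removal of trends with GC content and length left 90.1%, so neither depth nor sequence bias accounts for the difference as a whole. The share of the 10 most abundant genes differed by at most 0.834 percentage points between doses. RNA of other cells does bear on it: the endothelial lysates held epithelial and leukocyte transcripts, whose levels changed with dose, so the difference is one between mixtures. Tissue itself stays open as an untested explanation.

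The response differed between the times for 782 genes in the epithelium, among the named ones IFNL1 (at least 5.09, 5.79 as fitted), INHA (3.22), CCBE1 (3.01), HSPA7 (−5.67), HSPA6 (−5.61) and EDNRB (−4.17). For the endothelium there were 516 genes, among them CRCT1 (6.19), POU2AF1 (5.04), SPRR3 (4.88), CLDN2 (−4.78), CHI3L1 (−4.23) and CLCA2 (−4.22). In each tissue the real split was the only 1 of 60 to give as many genes. Here too the other splits mix the doses, so they cannot tell an equal response at both times from a different one. After thinning 93.6% (epithelium) and 92.1% (endothelium) were called again, and after removal of GC and length trends 92.3% and 84.3%. The top 10 genes argue against a few dominant genes in the same way, at no more than 0.834 points. HSPA6 and HSPA7 share sequence and count as 1 signal. Time after exposure stays open as an untested explanation.

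Leukocyte transcripts rose in the irradiated endothelium at 7 d, and replicate 3 of that group stood apart from its 3 neighbours: pan-leukocyte score 3.59, T cells 2.63, NK cells 1.33, B cells 0.38, plasma cells and immunoglobulins 1.73, CXCR3 1.18 CPM (mean of the other 3, 4.65), IFNL3 0.286 (0.639), IFNB1 1.14 (0.600) and MDM2 67.5 (130). All 5 leukocyte lists tested for RNA of blood cells in the endothelial lysate were higher at 16 Gy, but that repeats the observation, so more blood-cell RNA and higher expression per cell cannot be told apart. Added RNA would also lower genes that blood cells lack, by about the median change of the epithelial list (−0.61, lowest −1.47). Of the 1331 genes called lower, 124 (9.32%) lay over 1 and over 2 SE below that median, which argues against blood-cell RNA as the cause for them. For the others it stays open, since a fall by more than 1 on the log2 scale (460 genes) is within reach of the epithelial list. Whether more blood cells adhered after radiation or fewer were washed out was not tested with these counts. By microscopy the study counted more blood cells bound to the endothelium after 16 Gy, at 6 h and at 7 d. That goes with more blood-cell RNA at 7 d but does not exclude higher expression per cell.

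At 6 h replicate 4 of the unirradiated endothelium and replicate 3 of the irradiated endothelium were rich in endothelial transcripts. In the former PECAM1 stood at 448 CPM (62.5 in the others), TGFB1 at 217 (62.7) and the epithelial score at 7.92; in the latter HMOX1 stood at 69.5 (34.7), the epithelial score at 7.66 and the share of the 10 most abundant genes at 4.96%. A varying share of endothelial cells in the lysate is a candidate explanation, with epithelial markers at a ratio of 0.836 in this channel, and no biological explanation was tested.

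Other single values stood apart, several of them in replicate 3 of the unirradiated epithelium at 7 d. That library also differed as a whole from the rest of its group. Its chi-square statistic per gene was at least 34.8 to each neighbour, against at most 12.7 between the neighbours. The other single values follow. Among genes these were MDM2 at 33.4 and SERPINE2 at 7.49 CPM (unirradiated epithelium at 6 h, replicates 4 and 1), CXCL8 at 135, IFNL2 at 0.0398 and HSPA6 at 189 (unirradiated epithelium at 7 d, replicates 4, 4 and 3), HMOX1 at 24.5 (irradiated epithelium at 7 d, replicate 1), and IFNL2 at 0.0713, IFNB1 at 0.0763 and GPX4 at 486.5 (unirradiated endothelium at 7 d, replicates 4, 2 and 4). Among scores these were alveolar type 1 at 2.77 (irradiated epithelium at 6 h, replicate 4), T cells at −0.16 (unirradiated endothelium at 6 h, replicate 1), plasma cells at −0.17 and platelets at −0.83 (unirradiated epithelium at 7 d, replicate 3) and plasma cells at 0.24 (unirradiated endothelium at 7 d, replicate 1). Among library measures these were the protein-coding share at 98.8% (irradiated epithelium at 6 h, replicate 3) and 98.5% (unirradiated epithelium at 7 d, replicate 3), mitochondrial transcripts at 2.07% (irradiated endothelium at 6 h, replicate 4), 22184 genes with counts (unirradiated epithelium at 7 d, replicate 1) and a total of 27274502 (irradiated epithelium at 7 d, replicate 2). In all, 34 of 328 tested values stood apart where chance gives 16.4, in 17 libraries. Among them the IFNL2 and IFNB1 values of unirradiated libraries rest on 1 or 2 counts against 0 in the rest of the group. Such a value stands apart by construction and is no evidence of an excess over chance. Of the 17 libraries 1 stood apart by its total and by nothing else, and 0 of the other 16 did so by their total. That excludes no effect of library size, since a total can differ without standing apart: the library with 22184 genes with counts had the smallest total of its group (20720434). Library size and other causes cannot be told apart here with 4 libraries per group, and no biological explanation was tested.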

How the results depend on the processing

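The endothelial covariate, the replicate block within dose and the removal of GC and length trends were chosen after the data were seen, and all other alternatives before. The counts of called genes kept within 1.5 times their value with other size factors, library totals, filterByExpr, thinning to the smallest total and removal of GC and length trends in every comparison. Depth below the smallest total was not tested.

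Across the fits that each left out 1 library, called genes ran from 3 to 88 in the epithelium and from 21 to 65 in the endothelium at 6 h, from 1724 to 2607 and from 1951 to 4880 at 7 d, from 3 to 48 in both tissues at 6 h and from 449 to 879 at 7 d. Differences between responses ran from 0 to 0 (tissues at 6 h), 1737 to 3750 (tissues at 7 d), 545 to 1222 (times, epithelium) and 200 to 1626 (times, endothelium). Gene sets ran from 6 to 8, 4 to 7, 9 to 10 and 9 to 11 (epithelium and endothelium at 6 h, then at 7 d), and lists from 1 to 7, 1 to 3, 4 to 7 and 6 to 12. Fewer libraries weaken the tests by construction, but counts also rose without single libraries, and the cause was not tested.

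The cause was not tested for the following counts either, except where the limits alone changed. DESeq2 gave 126 genes in the epithelium and 130 in the endothelium at 6 h, 87 in both, and 1269 and 1631 for the differences between times in the epithelium and the endothelium. Without a filter there were 104 genes in the epithelium at 6 h, 59 in both tissues and 1241 for the difference between times in the epithelium. The fit of all 32 libraries gave 72 and 81 genes at 6 h and 1110 for the difference between times in the endothelium. With the leukocyte covariate there were 275 and 19 genes at 6 h (epithelium, endothelium) and 430 and 0 at 7 d (2052 at an unadjusted p of 0.05 for the latter). The covariate follows the dose at 7 d, which by construction leaves little to test. The endothelial covariate gave 118 genes in the endothelium at 6 h and 87 at 7 d. Bonferroni adjustment, stricter by construction, gave 5, 17, 418 and 50 genes, with 3 in both tissues at 6 h and 4 at 7 d. With an adjusted p of 0.05 and no minimum change there were 95, 88, 5619 and 7132 genes, 61 and 2487 in both tissues. At 0.01 with no minimum there were 3487 in the epithelium at 7 d and 1045 in both tissues.

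Libraries of the same replicate number resembled each other in part. For 25 genes the combination of dose and number ties libraries across tissues and times, which is a link within a dose and not between doses. Over genes with a mean log2 CPM of 3 or more, correlations between libraries of the same number, after removal of group means, ranged from −0.746 to 0.402. Between doses 8 of 16 pairs lay above 0.1, in no comparison all 4. Between tissues 12 of 16 did, among them all 4 at 0 Gy and 6 h (0.116 to 0.388), but not all 4 at 16 Gy or at 7 d. A block for the number within each dose, which allows for a link between the tissues, gave 2979 genes for the difference between tissues at 7 d and 0 at 6 h (406 at an unadjusted p of 0.05). A block for the number gave 19 genes in the endothelium at 6 h, 19 in both tissues at 6 h and 188 for the difference between times in the endothelium. With it POU2AF1, SPRR3, CLDN2 and CHI3L1, 4 of the 6 genes named for that difference, were not called, nor were HMMR in the endothelium at 6 h and IFNL2 there at 7 d, while SCNN1A in the endothelium at 7 d was.

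Camera with an estimated correlation called 0, 1, 0 and 0 sets (epithelium and endothelium at 6 h, then at 7 d), and fry called 2 in each tissue at 6 h. By share of counts 1 list differed in the epithelium at 6 h. The pan-leukocyte set turned to −0.0868 in the epithelium at 6 h with filterByExpr, which drops its scarcest genes. The ribosomal set there ran from −0.13 to 0.043 across the fits without 1 library.

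By share of counts, in percentage points, these lists reversed: pan-leukocyte in the epithelium at 6 h (−0.00163) and 7 d (−0.00243), T cells in the endothelium at 6 h (−0.000914) and the epithelium at 7 d (−0.00111), endothelial in the epithelium at 7 d (−0.00138), and alveolar type 1 in the epithelium (−0.0120) and the endothelium (−0.0243) at 7 d. A share follows the most abundant genes of a list, and a mean log2 follows all of them.

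With the leukocyte covariate these genes reversed: HMOX1 (0.20) and CXCL8 (0.090) in the epithelium and EDN1 (−0.51), TGFB1 (−0.30) and PECAM1 (−0.53) in the endothelium at 6 h, and MDM2 (−0.13) in the epithelium and IL16 (−0.56) and CXCR3 (−0.43) in the endothelium at 7 d. With the endothelial covariate PECAM1 (−0.079) in the endothelium at 6 h and EDN1 (−0.026) and SCNN1A (0.027) at 7 d reversed. Across the fits without 1 library HMOX1 ran from −0.29 to 0.093 in the epithelium at 6 h, EDN1 from −0.95 to 2.59, TGFB1 from −0.31 to 0.83 and PECAM1 from −0.82 to 1.61 in the endothelium at 6 h, and CXCL8 from −0.51 to 0.082 and CDKN1A from −0.29 to 0.0097 in the epithelium at 7 d. Of 1120 values in these fits, from the 114 results for a named gene in a comparison (a gene counts once for each), 1030 stayed, 81 were weaker, 1 was stronger and 8 reversed. Of 1171 under the other alternatives 1076 stayed, 75 were weaker, 9 were stronger and 11 reversed, with 29 of 31 calls in the endothelium at 7 d lost with the leukocyte covariate, besides the 2 that reversed, and 22 with the endothelial covariate. For single sets 242 of 256 and 177 of 224 stayed (13 and 46 weaker), and for single lists 154 of 216 and 64 of 81 (62 and 10 weaker).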

Other observations

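All tests here except the counts over other splits of the libraries were chosen only after the result was seen.

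The real split into doses gave the most called genes in each radiation response: 1 of 35 splits reached the count, the next largest giving 0 genes. For the difference between tissues at 6 h, where 0 genes were called (657 at an unadjusted p of 0.05), 60 of 60 splits gave as many, but any split reaches a count of 0, so the splits say nothing about that difference.

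Epithelial transcripts in the endothelial lysates were weighed against 3 sources. The median ratio of markers, 0.836 at 0 Gy and 6 h, would by carry-over bring HSPA6 along, which stood at 189 CPM or more in all epithelium libraries except the irradiated ones at 7 d, but no endothelium library exceeded 11.8. The mitochondrial share of all 16 endothelium libraries lay above that of every epithelium library, which argues against a mislabelled sample, the 2 with contradictory cell-line labels included. Epithelial cells lysed with the endothelial channel stay open: the ratio is the observation itself, and the low HSPA6 counts against cells in the state of the epithelial channel as well, unless they differed in this stress gene. Such cells would also bear on the genes lower in both tissues at 6 h. With the ratio at 0.817 in the irradiated libraries, the response of the endothelium itself and that of epithelial cells in its channel cannot be told apart for those genes.

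A larger share of endothelial RNA in the irradiated endothelium at 7 d was tested as an explanation. From the rise of the endothelial score, the 265 other genes that were higher in the endothelium libraries at 0 Gy were expected to rise by 1.05 on the log2 scale (median), and the observed median was 1.42, which fits. It cannot be the whole cause for the p53 targets, with an expected median of 0.10 and an observed one of 0.61, or for CDKN1A (0.24 expected, 1.61 observed). The same holds for the pan-leukocyte list, with an expected median of 0.014 and an observed one of 2.88. Of the 2041 genes called higher, 1130 rose by over 1 more than expected. For the 1331 genes called lower the expected median was −0.085 and the observed one −0.82. Part of that gap is built in, since a call requires a change of at least 0.5. Of these genes 367 fell by over 1 more than expected, which argues against a larger share of endothelial RNA as the whole cause for them.

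Too little sensitivity is excluded as the reason that MDM2 was not called in the epithelium. The upper ends of the 95% intervals of MDM2 were 0.20 at 6 h and 0.42 at 7 d, below the 1.5 seen in the endothelium at 7 d. Cell type as an explanation was not tested.

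The genes that fell in the irradiated epithelium at 7 d overlapped with those that set the epithelium apart from the endothelium at 0 Gy and 6 h: 45.8% of the 332 were called lower, against 8.28% of all genes, and 43.9% without the genes of the stress lists. Handling before lysis is a candidate explanation, since HSPA6 and HMOX1 are high in every unirradiated epithelium library; dose and the order of lysis are not separable in the labels, so it cannot be told apart from a response to radiation. RNA of the endothelial channel in the epithelial lysate was weighed as a cause of these falls. To lower the 332 genes by their median of 0.62 it would have to make up at least 34.7% of the RNA. With the endothelial list at 0.249% or more of the counts in every irradiated endothelium library at 7 d, the list would then reach 0.0865%, but no irradiated epithelium library exceeded 0.0233%, which argues against it. For the 288 genes higher in the endothelium libraries, which rose (median 0.65, 28.1% called higher), a smaller addition stays open.

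COL1A1, singled out after its values were seen, followed the combination of dose and replicate number across both tissues and both times. Among 13772 genes, 25 had an F statistic for dose and number above 10 (COL1A1 1094, COL3A1 260.5), and 100 permutations of the numbers gave at most 4, which argues against chance. COL1A1 averaged 203, 143, 170 and 17.3 CPM for numbers 1 to 4 at 0 Gy and 159, 27.6, 211 and 172 at 16 Gy. Between the 4 libraries of a dose and number it differed by at most 1.27-fold, although they come from different tissues and times. A candidate explanation that fits these values is a constant addition of reads carried over from other libraries. No biological explanation was tested. Of the 25 genes 5 were called in a radiation response.

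The marker lists are not exclusive. At 0 Gy and 6 h, 9 of the 32 pan-leukocyte genes reached 1 CPM in the endothelium and 10 in the epithelium, against all 32 in the irradiated endothelium at 7 d. Of the 32 endothelial genes 15 reached 1 CPM in the epithelium, and all 30 epithelial genes did so in the endothelium. The study lists 6 of the NF-κB genes and 2 each of the endothelial, mitotic, mesenchymal, interferon, heat-shock and integrated stress response genes. It also lists 1 each of the E2F, NRF2, myeloid, alveolar type 1 and alveolar type 2 genes. Those lists and the genes listed by the study are therefore not separate evidence.

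The number of genes called at 6 h in either tissue was 56 here. That is lower than the value quoted from the study above. At 6 h 33 genes were called in both tissues. That is lower than the value quoted from the study above. The Wald test of DESeq2, the tool the study names, brings it close to that value. With it 87 genes were called in both tissues at 6 h, and at 7 d 2458 in the epithelium and 4311 in the endothelium. In the epithelium at 7 d 2248 genes were called here. That is higher than the value quoted from the study above. In the endothelium at 7 d 3372 genes were called here. That is higher than the value quoted from the study above. The number called in both tissues at 7 d was 664. That is higher than the value quoted from the study above. With edgeR the direction at 7 d depends on the adjustment, for which the study names the false discovery rate in its methods and Bonferroni in its figure legends. With Bonferroni adjustment of the edgeR test the counts given above for each tissue at 7 d are lower than the study's, as are the 4 genes called in both. Bonferroni adjustment of the DESeq2 test was not run, so the source of the difference from the study stays open.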
